A study of Mus musculus with 4 samples. Its data were reported in "Glucocorticoid-dependence and independence of the circadian liver transcriptome" (2026).

How the data were processed

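GR ChIP-seq libraries from mouse liver were used, with 2 ZT18 Vehicle and 2 ZT18 Dex samples grouped by their titles. Per the labels the mice were male and of genotype Hnf4a fl/fl Alb-Cre +/-, while the study describes C57BL/6 mice, so neither the strain nor whether Hnf4a was deleted in hepatocytes is settled. The labels do not say that each library came from a separate animal, so p-values measure the spread between these samples. For the edgeR test that spread was pooled over regions. Spike-in chromatin was added to each immunoprecipitation, but a scaling factor was not given in the sources used here.

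The submitters' processing notes name Bowtie 1.1.0, SAMtools 1.2 and MACS2 2.1.1 and the build mm10. Regions were called by the authors across ZT6 and ZT18 libraries, separately for each treatment, so there is 1 region set per treatment. The authors deposited, for each region and library, a read count, an RPKM value and a scaled signal. The deposited counts are whole reads per region, and the deposited RPKM is those reads scaled by region length and by the library's reads, from which the library total was recovered. Whether that total includes spike-in or unmapped reads is not given in the sources used here. The signal column deposited by the authors equalled the count less 1 times 1 factor per library and was set within a treatment, so it was not compared between treatments. The 4 tables of ZT6 libraries, with 20 value columns, belong to other samples and were not used here.

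Regions were matched between sets with bedtools 2.31.1 (overlap of at least 1 bp), and those matching one to one were tested with edgeR 4.0.16 (quasi-likelihood test, offset of library total times region width, Benjamini-Hochberg threshold 0.05, at least 10 reads in at least 2 libraries, which removed 0 regions). No composition scaling was applied, since a drug that loads the receptor onto chromatin can raise most regions. With 2 against 2 samples an exact permutation test cannot go below p = 0.33. The test was checked on simulated counts for this comparison over 5665 regions with 200 changed: 28% of 2-fold and 94% of 4-fold changes were recovered, and 4 of 5465 unchanged regions were called. The common dispersion was 0.0529. The prior degrees of freedom were infinite, so the spread used for each region came from the trend over regions. The SE and p-value of a region therefore do not carry its own replicate spread. The simulated counts held no shift of a whole library, whereas replicate 2 exceeded replicate 1 by a median log2 of 0.34 in Vehicle and 0.27 in Dex over all regions. The simulated rate of false calls therefore does not cover a difference in efficiency between libraries. Counts of 51 to 124 reads per region at the median limit the precision of single regions.

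Regions were annotated with GENCODE release M21 on the mm10 genome. A promoter ran from 2000 bp upstream to 200 bp downstream of any annotated TSS, and a gene was assigned by the nearest protein-coding TSS, which need not be the gene a region acts on. The 13 gene lists and 11 motifs, the test design and the rule for named genes were fixed before the data were examined. Lists were tested with Fisher's exact test against 21911 protein-coding genes and with camera of limma 3.58.1 on the strongest shared region of each gene. Some genes belong to more than 1 list. Motifs were searched on both strands in 200 bp about the region centre and in the same width 2 kb away. A site was a match to a fixed consensus of the motif, with no mismatch to it allowed. Named regions were the 10 largest rises and falls past the threshold with both Dex libraries on the same side of both Vehicle libraries and signal above the median, the 10 strongest in vehicle and among dexamethasone regions without a vehicle region, up to 4 members of each list by dexamethasone signal, and 12 glucocorticoid and clock genes. No region met the rule for falls. One region chosen by these rules is not reported here.

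Alternatives were TMM and shared-region scaling, DESeq2 1.42.0, other count minimums, each library left out, the replicate number as a block, a 50% overlap, no width correction, other promoter, list and motif windows, and stronger regions only. The planned change of pseudocount did not apply, since counts were deposited. Another 5 alternatives were added after seeing the data.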

Results

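Binding of the glucocorticoid receptor (GR), a ligand-activated transcription factor, was measured by ChIP-seq in livers of male mice at ZT18, in the dark phase of the lighting cycle. Dexamethasone, a synthetic GR agonist, or vehicle was injected into the peritoneum, and liver was collected 1 h later. The sample labels give the genotype Hnf4a fl/fl Alb-Cre +/-, which would delete the hepatocyte factor gene Hnf4a in hepatocytes, while the study describes C57BL/6 mice, and which applies is not settled here. There were 4 libraries, with 2 in the ZT18 Vehicle group and 2 in the ZT18 Dex group (1 mg/kg). Total reads were 91494606 and 29179899 in Vehicle replicates 1 and 2, and 64169077 and 65097597 in Dex replicates 1 and 2. The share of reads inside each group's own regions was 1.04% and 1.35% in Vehicle and 6.35% and 7.79% in Dex, over a covered length of 3.08 Mb and 18.2 Mb. Median reads per region were 124, 51, 100 and 119 in the same order. Across regions, which are not independent replicates, Spearman's rho between replicates was 0.659 in Vehicle and 0.776 in Dex, and Pearson's r was 0.758 and 0.810.

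The region sets address where GR was found with and without added ligand. Each set was called across the ZT6 and ZT18 libraries of its treatment, so presence or absence in a set is not a result of ZT18 alone. The vehicle set held 5883 regions and the dexamethasone set 31343. Of the vehicle regions, 5806 (98.7%) overlapped a dexamethasone region, whereas 25592 dexamethasone regions had no vehicle counterpart and 77 vehicle regions had no dexamethasone counterpart. Dexamethasone regions without a vehicle region had a lower signal than those overlapping one, with median RPKM of 2.80 against 3.76 in Dex replicate 1 and 3.30 against 4.80 in Dex replicate 2. Of the 10 strongest dexamethasone regions without a vehicle region, 5 lay on 1 unplaced contig, including the 3 highest (33.1 ± 3.38, 26.9 ± 1.44 and 25.1 ± 4.39 RPKM, SD, n = 2). The others had their nearest TSS at Sfi1 (23.0 ± 0.741), Ass1 (20.3 ± 3.30), which encodes a urea cycle enzyme, at Cox4i2 (20.2 ± 6.55), Midn (19.8 ± 7.30) and Fkbp5 (19.6 ± 6.89), which encodes a GR co-chaperone. The unplaced contig also held a vehicle region, of 42.0 ± 2.85 RPKM in Vehicle. Vehicle signal was not available at regions outside the vehicle set, so absence from that set does not show absence of signal. A region set exists once per treatment, so the difference in number has no replicate check.

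Genes of liver metabolism and glucocorticoid response were bound in both sets well above the genome-wide rate. A region had its nearest TSS at 18.3% of protein-coding genes in the vehicle set and at 50.6% in the dexamethasone set. This background held all protein-coding genes, whether expressed in liver or not, and no background of expressed genes was tested. The paper found that genes with GR at the promoter tended to be more highly expressed. The list tests therefore cannot separate membership of a list from expression in liver. Of 30 direct glucocorticoid targets, 27 were bound in vehicle and 30 after dexamethasone (Fisher's exact test, two-sided, adjusted p = 3.32e-16 and 2.50e-08 over 13 lists). The core clock list had 9 of 19 genes bound in vehicle and 18 of 19 after dexamethasone (adjusted p = 0.00514 and 0.000111), but its vehicle call was lost for regions within 10 kb (3 of 19 genes, against 15.1% of all), within 100 kb (adjusted p = 0.146) and over promoters (adjusted p = 0.583). Gluconeogenesis and glycogen genes went from 14 to 18 of 18, amino acid catabolism and urea cycle genes from 14 to 20 of 20, fatty acid and ketone genes from 12 to 19 of 20, and bile acid and cholesterol genes from 15 to 19 of 20. Inflammation and acute phase genes went from 18 to 23 of 24, secreted hepatocyte proteins from 11 to 20 of 20 and hepatocyte transcription factors from 14 to 20 of 20. These 9 lists passed the adjusted threshold in both sets; for regions over promoters 4 passed in vehicle and 7 after dexamethasone. Markers of other cell types did not pass as bound above the background. Kupffer cell and macrophage markers were bound at 2 and 3 of 15 genes, and the latter lay below the background (adjusted p = 0.0259), a call lost under each other rule (adjusted p = 0.129 to 0.773). Endothelial and stellate markers were bound at 4 and 12 of 20 genes, cholangiocyte markers at 2 and 6 of 10, and genes of other tissues at 1 and 10 of 25. No promoter of the 25 genes of other tissues held a region after dexamethasone, against 35.5% of all protein-coding genes (Fisher's exact test, adjusted p = 5.21e-05). Within 10 kb 4 of the 25 had a region, also below the background (adjusted p = 0.00253), while by nearest TSS the difference did not pass (adjusted p = 0.381). Cholangiocyte markers were also below the background within 10 kb (1 of 10, adjusted p = 0.0269), and under no other rule.

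Occupancy was compared between treatments at 5665 regions that matched one to one between the sets. GR signal was higher after dexamethasone at 666 of them, nearest to 584 genes, and lower at 0 (edgeR quasi-likelihood test, adjusted threshold 0.05). The called regions had a median fold of 2.39. At an unadjusted p under 0.05, edgeR gave 1642 regions higher and 23 lower, and DESeq2, which centres the fold changes, 658 higher and 418 lower. At the adjusted threshold DESeq2 called 265 higher and 28 lower. The largest rises were at regions nearest to Trp53inp1, a p53-inducible gene (log2 fold change 2.68 ± 0.48, SE; 2.92 ± 0.207 to 18.7 ± 2.87 RPKM, SD, n = 2 per group), Rbx1 (2.46), Stk4 (2.33), Gadd45g (2.30), a stress-response gene, Lurap1l (2.25), Cpeb2 (2.17), Slc25a48 (2.08), Adam7 (2.05), Bcl2l1 (2.05), an apoptosis inhibitor, and Gstm2 (2.04), a glutathione transferase. The Trp53inp1 region (chromosome 4, 11123458 to 11124123, mm10) lay at -32.6 kb from that gene's TSS, over a promoter of another annotated transcript. Those at Stk4, Lurap1l, Bcl2l1 and Gstm2 were intronic. Those nearest to Cpeb2 and Adam7 lay at -184 kb and 195 kb from the TSS. The count of 666 fell to 3 without Dex replicate 2, 64 without Vehicle replicate 1, 139 without Vehicle replicate 2 and 323 without Dex replicate 1. Of 24 called regions among those named, 23 lost their call without Vehicle replicate 1 and 23 without Dex replicate 2. It also depended on the scale, with 338 higher and 101 lower under TMM and 243 higher and 121 lower with the shared-region total as library size.

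Among direct glucocorticoid targets, 9 of 83 shared regions rose, in 8 genes, which is not above the 11.8% called higher over all shared regions. When adjusted over the list alone, 9 passed. The list counts that follow are to be read against the same 11.8%. The strongest Fkbp5 region, at its promoter (chromosome 17, 28512542 to 28513302), rose by a log2 fold change of 1.50 ± 0.42 (adjusted p = 0.0112), from 11.3 ± 4.98 to 31.7 ± 9.03 RPKM. The promoter region of Mt2, a metallothionein gene, rose by 1.48 ± 0.44 (adjusted p = 0.0181), and the region at -2.55 kb from the TSS of Tat, the tyrosine aminotransferase gene, by 1.44 ± 0.43 (adjusted p = 0.0176). The strongest Klf9 region, at -84.2 kb from that gene's TSS, already carried 21.1 ± 5.05 RPKM in vehicle and 29.3 ± 4.99 after dexamethasone. Its log2 fold change of 0.48 ± 0.44 did not pass (edgeR, adjusted p = 0.491). The strongest regions of Zbtb16 (0.62, at 106 kb), Tsc22d3 (0.49, at 35.4 kb) and Ddit4 (0.98, at -18.2 kb) did not pass either. For Dusp1 and Pck1 the strongest dexamethasone regions, at 11.3 ± 1.41 and 10.8 ± 2.23 RPKM, were outside the vehicle set.

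Core clock genes had 3 of 16 shared regions called higher, in 3 genes, and 3 when adjusted over the list alone. The strongest region of Per1, a clock repressor gene, had 12.3 ± 4.26 RPKM in vehicle and 17.2 ± 2.67 after dexamethasone (log2 fold change 0.51 ± 0.44, adjusted p = 0.464). The strongest regions of Per2 (0.46 ± 0.44), Tef (1.08 ± 0.45) and Hlf (0.92 ± 0.45) did not pass. Cry1, Nr1d1 and Arntl had no region in the vehicle set, and their strongest dexamethasone regions reached 5.95, 3.10 and 4.62 RPKM.

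Among metabolic lists, amino acid catabolism and urea cycle genes had the highest proportion of calls, with 10 of 23 shared regions higher in 7 genes and 14 when adjusted over the list alone. These included Ass1 (1.33 ± 0.45), Hpd (1.41 ± 0.45) and Tat, while Prodh (0.35 ± 0.45) did not pass. Gluconeogenesis and glycogen genes had 4 of 43 regions called (3 adjusted over the list alone), with G6pc, the glucose-6-phosphatase gene, at 1.12 ± 0.40. The strongest regions at Foxo1 (0.64, at 333 kb from its TSS), Ppp1r3b (1.04, at 30.7 kb) and Sik1 (1.06, at -84.9 kb) did not pass. Bile acid and cholesterol genes had 6 of 34 called (12 over the list alone), including Nr0b2 (1.25 ± 0.42) and Nr5a2 (1.41 ± 0.41), both nuclear receptor genes. Fatty acid and ketone genes had 2 of 21 called (2 over the list alone), and the strongest regions of Lpin1 (0.63) and Cpt1a (0.27) did not pass.

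Inflammation and acute phase genes had 4 of 31 regions called (5 adjusted over the list alone), among them Il6ra (1.33 ± 0.45), the interleukin 6 receptor gene, Saa1 (1.25 ± 0.45) and Cebpb (1.27 ± 0.45). Fgg (0.83 ± 0.43) did not pass. The Cebpb region lay at 88.7 kb from that gene's TSS, and the Rxra region named next at -52.1 kb. Hepatocyte transcription factors had 6 of 45 called (8 over the list alone), including Rxra (2.29-fold, from 12.2 ± 1.49 to 27.8 ± 10.3 RPKM), and secreted hepatocyte proteins had 6 of 22 called (7 over the list alone), though the strongest regions of Trf (0.81), Fga (0.46) and Serpina3n (0.57) did not pass. Endothelial and stellate markers had 3 of 7 regions called (4 over the list alone), including Lyve1 (1.58 ± 0.43), and cholangiocyte markers had 2 of 7 called (2 over the list alone), including Sctr (1.80 ± 0.44). The 2 Kupffer cell regions and the 1 region of genes of other tissues, near Umod (0.41), were not called. With camera at a preset correlation of 0.01, the direct targets, gluconeogenesis, amino acid, inflammation and transcription factor lists ranked above other genes (adjusted p = 0.0206, 0.0206, 0.000125, 0.0142 and 0.0141). With an estimated correlation none held, and every adjusted p = 0.652.

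**Figure D1:**
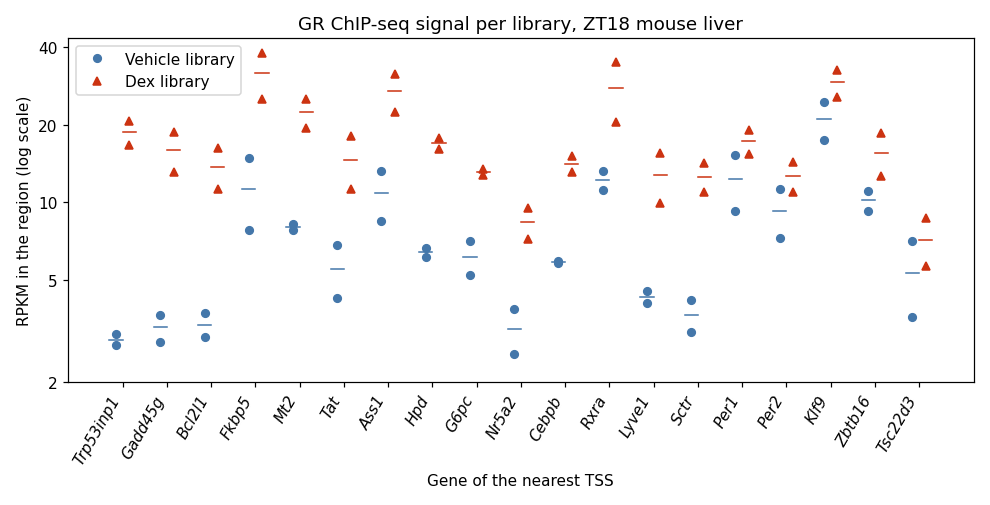
RPKM (log axis) in each of the 4 libraries for regions nearest to 19 named genes, with circles for Vehicle, triangles for Dex and short lines for group means. Fkbp5 rose from a mean of 11.3 to 31.7 RPKM, while Per1, Per2, Klf9, Zbtb16 and Tsc22d3 did not pass the test.

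The shift of occupancy as a whole was measured as the median log2 fold change over shared regions. It was 0.43, and 80.1% of shared regions had a positive value. By library pair the median was 0.45 (Dex 1 over Vehicle 1), 0.75 (Dex 2 over Vehicle 1), 0.13 (Dex 1 over Vehicle 2) and 0.40 (Dex 2 over Vehicle 2). Both Dex libraries lay above both Vehicle libraries at 2918 regions (51.5%) and below both at 271 (4.78%), which follows from the same library scale and is no separate support for the shift. Shared regions on unplaced contigs had a median of -0.03 (28 regions, 23 of them on 1 contig), those on chromosome Y -0.68 (8) and those on chromosome X -0.17 (16, of which 4 were called higher). The shared regions with the highest vehicle signal were nearest to Gm10800 on chromosome 2 (145 ± 25.6 RPKM, 99.2% repeat-masked; log2 fold change 0.05 ± 0.13), Esp38 (-0.15 ± 0.31 and -0.15 ± 0.06), Ly6c2 (0.23 ± 0.29), Txndc11 (-0.27 ± 0.38), Ptpn1 (-0.35 ± 0.34) and Gm8797 (-0.21 ± 0.38), with 1 on an unplaced contig (0.10 ± 0.16), and none passed the test. The Esp38 regions lay at -103.4 and -105.5 kb from that gene's TSS, over promoters of other annotated transcripts, so the name marks only the nearest protein-coding TSS. The median over all shared regions was 1.09 without the correction for region width, since the dexamethasone region of a pair was wider by a median ratio of 1.45. It was 0.20 with promoter regions as the scale, 0.50 with repeat-rich regions and -0.04 under TMM, which centres it.

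Location differed between regions that did and did not rise. Shared regions over promoters had a median log2 fold change of 0.15 (2371 regions), against 0.65 in introns (1672), 0.66 between genes (1466) and 0.65 in exons (128). The promoter minus other difference of -0.50 was -0.29 at matched widths, -0.10 to -0.44 within 5 bins of GC content and -0.33 to -0.65 by library pair. Of the regions called higher, 13.5% lay over a promoter, against 45.6% of those not called (Fisher's exact test over regions, p = 4.23e-63). Dexamethasone regions that overlapped a vehicle region lay over promoters more often than those without one, at 42.2% against 26.7% (Fisher's exact test, p = 2.11e-114). Among stronger regions the odds ratio fell from 2.01 to 1.24, and with a wider promoter window as well no difference was found (32.8% against 32.4%, Fisher's exact test, p = 0.649). Regions are not replicates, so these tests describe the sets.

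**Figure D2:**
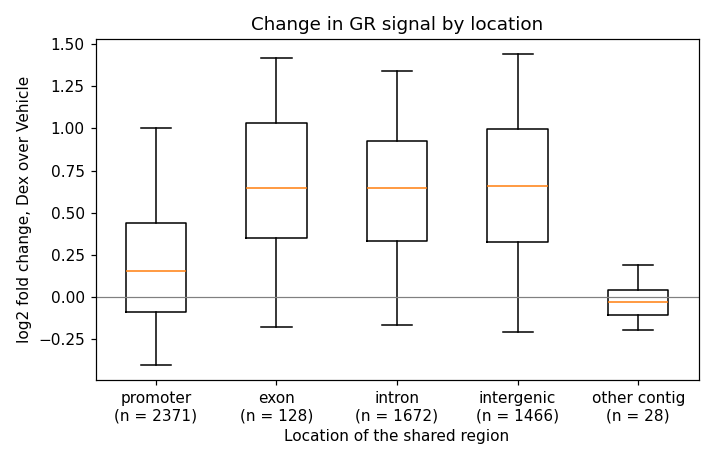
Log2 fold change of Dex over Vehicle for shared regions by location; boxes span the quartiles, whiskers the 5th to 95th percentiles, and n is the number of regions. The promoter median of 0.15 lies below the medians of 0.65 in exons, 0.65 in introns and 0.66 between genes.

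Sequences under the regions were searched for 11 motifs. A full GR response element (GRE), the palindrome bound by a receptor dimer, occurred in 2.60% of vehicle regions and 0.137% of flanks, and in 1.63% of dexamethasone regions and 0.122% of flanks (Fisher's exact test, adjusted p = 5.80e-35 and 4.90e-106). Only matches to a fixed consensus near the region centre were counted, so a region without one may still hold a GRE. In dexamethasone regions overlapping a vehicle region the share was 2.19%, and 4.22% when whole regions were searched. Regions called higher held a GRE more often than shared regions not called (5.41% against 1.79%, adjusted p = 9.22e-07), also away from promoters (5.57% against 2.68%, adjusted p = 0.00336). Away from promoters, regions with a GRE had a median log2 fold change of 0.78, against 0.65 without one. Their median vehicle signal was also higher, at 4.90 against 3.47 RPKM. A call depends on signal as well as on fold change, so the contrast of calls does not separate the 2. Across 5 equal bins of shared regions ordered by fold change, the GRE share was 0.178%, 1.07%, 2.66%, 2.58% and 4.61%. Motifs of the hepatocyte factors HNF4A (2.68% against 0.684%) and C/EBP (1.81% against 0.444%) and the E-box of clock factors (4.62% against 2.44%) were also more frequent in vehicle regions than in flanks (adjusted p = 4.22e-17, 2.44e-12 and 4.43e-10). With the genotype unsettled, whether HNF4A itself was present in these hepatocytes is not known here. The CTCF core occurred in 0.728% of dexamethasone regions without a vehicle region and 0.157% of those with one (adjusted p = 1.27e-07), a difference that did not pass in a 100 bp window or over whole regions.

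**Figure D3:**
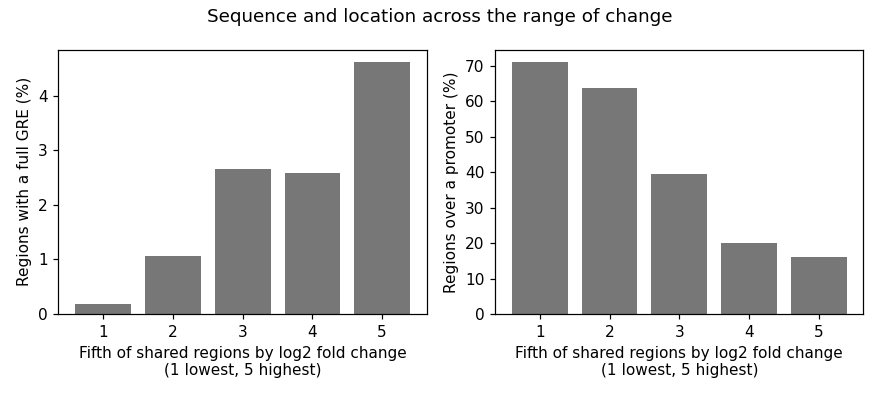
Share of shared regions with a full GRE (left, %) and over a promoter (right, %) in 5 equal bins ordered by log2 fold change from lowest (1) to highest (5). The GRE share was 0.178% in the lowest bin and 4.61% in the highest, and the promoter share was 71.1% and 16.2%.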

Values the study reported

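The study reported that 63% of rhythmic genes had GR at their promoters and that 58% of rhythmic genes were linked to an enhancer bound by GR. It drew on GR data of both vehicle- and dexamethasone-treated mice at ZT6 and ZT18, whereas the sets above are kept apart by treatment. With expression taken into account, it found no raised likelihood of rhythmicity with GR at enhancers. After deletion of GR in hepatocytes, it found unchanged rhythms for most rhythmic genes.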

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

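The settings with matched widths, autosomal regions, repeat-rich scaling, promoter scaling, and total scaling without width correction were chosen after seeing the data. The other count minimums removed no region and test nothing. For regions called higher (666) and lower (0), TMM gave 338 and 101, the shared-region total 243 and 121, DESeq2 265 and 28 (3075 regions had no adjusted p), no width correction 3845 and 9, matched widths 104 and 1 of 620 regions, repeat-rich scaling 238 and 1, promoter scaling 869 and 38, total scaling without width correction 758 and 615, and 50% overlap 684 and 1. Leaving out 1 library gave 3 to 323 higher and 0 to 11 lower; fewer samples remain, and a lone library is assumed to vary like the other group. With the replicate number as a block 2122 were higher and 26 lower. The labels do not say that libraries of the same number form a pair, so this is not read as a paired result. The replicate differences of the groups had a correlation of 0.0784 across 5665 shared regions, which cannot show a shift of whole libraries. Replicate 2 exceeded replicate 1 in both groups (median log2 0.34 in Vehicle and 0.27 in Dex), so a batch shared by number is not settled. The median log2 of 0.43 became -0.0385 (TMM), -0.12 (shared-region total), -0.0241 (DESeq2) and -0.00128 (total without width correction), all of which centre it by construction; it was 0.20 with promoter scaling, 0.50 with repeat-rich scaling and 1.09 without width correction; without 1 library it was 0.27 to 0.61. The promoter minus other difference moved to -0.29 with matched widths and kept its sign in all settings. The share of vehicle regions with a dexamethasone region was 76.7% at 50% overlap and 91.3% for stronger regions. The CTCF odds ratio of 0.215 was 0.422 in 100 bp windows and 0.889 over whole regions, both past no threshold, and the cause was not tested. Spearman's rho for stronger regions was 0.481 in Vehicle and 0.706 in Dex.

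The promoter odds ratio of regions called higher (0.186) was 0.161 and 0.276 in the narrower and wider windows. That of dexamethasone regions with against without a vehicle region (2.01) was 2.17 and 1.67, and in stronger regions 1.24, 1.39 with the narrower window and 1.02 with the wider one, the last past no threshold (Fisher's exact test, p = 0.649). The GRE odds ratios over flanks, and the GRE and STAT5 odds ratios of called against not called regions away from promoters, kept their direction and side of the threshold in other motif windows and with a farther background, as did that of the GRE over all shared regions. Of 44 contrasts of a motif between sets, 9 lost and 1 gained a pass in 100 bp windows, and 4 lost and 8 gained one over whole regions. Those lost in 100 bp windows included the GRE in dexamethasone regions with against without a vehicle region (adjusted p from 0.00111 to 0.103), STAT5 in the same comparison (from 0.000579 to 0.103) and STAT5 in called against not called over all shared regions (from 0.0155 to 0.236). The 9 lists bound above background in the vehicle set became 4 over promoters, 7 within 10 kb (core clock and transcription factors lost) and 8 within 100 kb (core clock lost). The 9 in the dexamethasone set became 7 over promoters (fatty acid and transcription factor lists lost, adjusted p = 0.129 and 0.241) and 8 within 100 kb (gluconeogenesis lost, adjusted p = 0.0505); stronger regions left 9 in each. The low count of Kupffer cell genes in the dexamethasone set (adjusted p = 0.0259) passed under no other rule: adjusted p = 0.129 over promoters, 0.309 within 10 kb, 0.623 within 100 kb and 0.773 in stronger regions. Genes of other tissues were low in the dexamethasone set over promoters (adjusted p = 5.21e-05) and within 10 kb (0.00253) and cholangiocyte markers within 10 kb alone (0.0269). Of 48 named regions with a fit 24 were called higher, and of these 23 lost their call without Vehicle replicate 1, 17 without Vehicle replicate 2, 11 without Dex replicate 1 and 23 without Dex replicate 2. These 48 leave out the regions named for the highest vehicle signal, which were not followed across settings. Among the 48, regions that turned sign had not been called. With the shared-region total these were Per2 (-0.0577), Tsc22d3 (-0.0312), Klf9 (-0.0419), Prodh (-0.17), Cpt1a (-0.24), Fga (-0.0684), Nr1i2 (-0.0312), Stab2 (-0.0331) and Umod (-0.10). With total scaling and no width correction they were Per2 (-0.36), Tsc22d3 (-0.30), Zbtb16 (-0.35), Klf9 (-0.49), Foxo1 (-0.35), Prodh (-0.26), Cpt1a (-0.000104), Trf (-0.0487), Fga (-0.21), Serpina3n (-0.23), Ptprc (-0.13) and Umod (-0.36). With TMM they were Prodh (-0.0924), Cpt1a (-0.16) and Umod (-0.0248), and with DESeq2 Prodh (-0.0795), Cpt1a (-0.15) and Umod (-0.0210). Without 1 library Cpt1a ranged from -0.0876 to 0.69 and Stab2 from -0.21 to 1.16.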

Other observations

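The tests of the overall shift and the STAT5 values below were chosen after the result was seen. Sites for STAT5, a transcription factor of cytokine and growth hormone signalling, were present in 2.44% of regions called higher away from promoters and in 6.29% of those not called (Fisher's exact test, adjusted p = 0.000694). Shared regions away from promoters with a STAT5 site had a median log2 fold change of 0.45, a median vehicle signal of 4.11 RPKM and 14 of 183 called higher, against 0.66, 3.45 RPKM and 561 of 3078 without a site. Pooled over 5 equal bins of vehicle signal, the odds ratio of a call with a STAT5 site was 0.417 (95% confidence interval 0.238 to 0.732). It was 0.372 without pooling. Away from promoters more vehicle signal did not go with a lower fold change, but a call also depends on signal. Pooling takes account of vehicle signal only, and no other explanation was tested.

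Shared regions over promoters had a lower fold change than shared regions elsewhere in each of the 4 library pairs, with differences of medians of -0.35, -0.65, -0.33 and -0.63. Unequal widths do not account for all of it, since the difference was -0.29 in regions of matched width. GC content stays open: the median difference over 5 GC bins was -0.15, between the bounds set beforehand. It also stays open whether promoter regions may lack a receptor site of their own, since their excess of GREs was 29.2% of that elsewhere. Among regions without a full GRE the difference remained, with medians of 0.15 over 2350 promoter regions and 0.65 over 3157 others. A region without a match can still hold a GRE with mismatches or outside the searched 200 bp. The comparison therefore does not exclude absence of a GRE as the reason. With a full GRE the medians were 0.77 in 21 promoter regions and 0.78 in 104 others. Other kinds of receptor site were not compared in this way. No biological explanation was tested.

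Away from promoters and with a GRE, the 35 regions with the lowest vehicle signal had a fold change higher by 0.53 (log2) than the 35 with the highest. Noise in the vehicle libraries could give such a difference, so regions were ranked by 1 vehicle library and the fold taken over the other. The difference was then 0.62 ranked by Vehicle replicate 1 and 0.16 ranked by replicate 2, which meets neither bound set beforehand. Over all regions away from promoters, a wider set examined later, the unsplit difference was -0.03 and the split ones -0.16 and -0.37, so the pattern did not extend to them.

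Shared regions were higher as a whole after dexamethasone. Library depth as the scale would move all regions alike, whereas the 28 regions on unplaced contigs, 23 of them on 1 contig, had a median log2 fold change of -0.0273. The 8 regions on chromosome Y had -0.68, and the median over all shared regions was 0.50 when scaled by repeat-rich regions, which include both sets, and 0.20 when scaled by promoter regions, so how much the choice of scale adds to the rise stays open. Unequal widths leave a median of 0.35 in regions of matched width. A difference in immunoprecipitation yield between groups was not tested, since no spike-in factor was used here.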
